# Tex13a Optimizes Sperm Motility *via* Its Potential Roles in mRNA Turnover

**DOI:** 10.3389/fcell.2021.761627

**Published:** 2021-10-18

**Authors:** Yinchuan Li, Panpan Mi, Xue Chen, Jiabao Wu, Xiaohua Liu, Yunge Tang, Jinmei Cheng, Yingying Huang, Weibing Qin, C. Yan Cheng, Fei Sun

**Keywords:** Tex13a, CCR4–NOT, Cnot1, spermiogenesis, sperm motility, knock-out

## Abstract

mRNAs have been found to undergo substantial selective degradation during the late stages of spermiogenesis. However, the mechanisms regulating this biological process are unknown. In this report, we have identified *Tex13a*, a spermatid-specific gene that interacts with the CCR4–NOT complex and is implicated in the targeted degradation of mRNAs encoding particular structural components of sperm. Deletion of *Tex13a* led to a delayed decay of these mRNAs, lowered the levels of house-keeping genes, and ultimately lowered several key parameters associated with the control of sperm motility, such as the path velocity (VAP, average path velocity), track speed (VCL, velocity curvilinear), and rapid progression.

## Introduction

Dozens of genes have been reported to be transcribed enormously in round spermatids during spermiogenesis due to nucleus condensation and transcription termination, for later use during the late steps of elongating spermatids (ESs) (Kleene, 1989, 1996; Iguchi et al., 2006). Short truncated 3′-UTR, alternative splicing, changes in the site of polyadenylation, and increased rates of transcription in round spermatids for delayed translation have been adopted potentially to enhance the half-time of these mRNAs (Braun, 1998; Walker et al., 1999; Steger, 2001; Kleene, 2003; Liu et al., 2007; Cullinane et al., 2015; Li et al., 2016). However, it is unclear how these mRNAs are degraded once they have completed their roles and turned into junk RNAs during late ESs. The majority of published papers, on the other hand, relate to piRNA, the chromatoid body, and nonsense-mediated mRNA decay (NMD) in round spermatids (Meikar et al., 2011; Peruquetti, 2015; Jones and Wilkinson, 2017; MacDonald and Grozdanov, 2017). piRNAs have also been reported to play an important part in massive mRNA decay in the late spermatids (Gou et al., 2015). Similarly, CCR4–NOT was also reported to participate in the mRNA degradation in the late spermatids. For example, Cnot7, a nuclease of the CCR4–NOT complex, was knocked out in testis, resulting in significant germ cell defects and male infertility (Berthet et al., 2004). The CCR4–NOT complex is a multifunctional machinery that contains two different types of deadenylase enzymes that effectively shorten mRNA poly(A) tails (Bartlam and Yamamoto, 2010; Ukleja et al., 2016). However, the possible roles of the CCR4–NOT complex in modulating ESs largely remain unknown.

Three types of nucleases and multiple signaling pathways are involved in the breakdown of RNA (Garneau et al., 2007; Houseley and Tollervey, 2009; Arraiano et al., 2013). These nucleases and pathways usually play redundant roles in the cells. Among these pathways, the CCR4–NOT complex can effectively degrade poly(A) tails of mRNAs and initiate the early as well as the rate-limiting step of mRNA turnover (Wahle and Winkler, 2013). The CCR4–NOT complex, as a core and non-specific scissor for poly(A) tail, normally requires the help of other special partners, such as 3′-UTR regulatory elements and a variety of *trans-*acting factors, to trigger targeted decay of specific mRNAs (Mayya and Duchaine, 2019; Chalabi Hagkarim and Grand, 2020). Cnot1 is the largest subunit of the core CCR4–NOT complex and provides the backbone for other subunits to associate together (Temme et al., 2014; Chalabi Hagkarim and Grand, 2020). DND1 has been shown to bind Cnot1 and mediate the degradation of specific mRNAs in spermatogonia (Yamaji et al., 2017).

In this report, we have identified Tex13a, a spermatid-specific partner of CCR4–NOT complex, that can potentially bind to Cnot1 and alter the degradation of particular mRNAs encoding structural components of late ESs. Tex13a was initially revealed to repress transcription (Kwon et al., 2014, 2016; Kim et al., 2021). *Tex13* family is composed of four different members: *Tex13a*, *Tex13b*, *Tex13c1*, and *Tex13d* being transcribed specifically or predominantly in male mouse germ cells (Bellil et al., 2021; Kim et al., 2021). Tex13b was found to be highly expressed in spermatogonia, and Tex13d was found to be highly expressed in meiotic phase spermatocytes. Tex13a and Tex13c were found to be highly expressed in post-meiotic spermatids, which were ideal for exploring their roles in spermiogenesis. The C-terminal zf-RanBP2 domain of Tex13a can bind a consensus AGGUAA of single-stranded RNA (Nguyen et al., 2011). In this report, *Tex13a* was deleted and single-cell RNA sequencing (scRNA-seq) was adopted to monitor the transcriptomic changes during the late steps of ESs. Additionally, the phenotypes of *Tex13a* deletion and the changes of sperm motility were also evaluated in both Tex13a-KO and WT male mice.

## Materials and Methods

### Mice and Tex13a-KO Models

Male C57BL/6N mice (10–12 weeks old) were used for this study and animals were maintained under standard conditions. All animal protocols and experiments were approved by the University of Nantong Animal Care and Use Committee and the Animal Care and Use Office. Tex13a-KO C57BL/6N mice models were developed by Shanghai Model Organisms with CRISPR/Cas9. All the reading frames of Tex13a were deleted.

### Single-Cell Library Preparation and scRNA-Seq Data Analysis

Three unilaterally decapsulated testes from three mice from either Tex13a-KO or Tex13a-WT groups were pooled. The cell suspension preparation, cell capture, and library preparation were carried out according to previous reports (Dura et al., 2019; Li et al., 2021). scRNA-seq libraries were prepared by following the protocol of GEXSCOPE^TM^ Single-Cell RNA Library Kit (Singleron Biotechnologies, Nanjing, China). Briefly, mixed single-cell suspensions were loaded onto the microfluidic devices. Barcode beads were loaded onto the microfluidic device after the cells had settled into the wells. The cells were incubated with the lysis buffer for 20 min to facilitate the release of mRNA, which were then captured by the barcode beads. The beads were washed with 6× SSC twice after retrieval, and the captured mRNA was reverse-transcribed. The beads coated with cDNA were then amplified by PCR. The amplified DNA was purified followed by assessing its quality by Agilent BioAnalyzer using high-sensitivity chip. The purified cDNA was then pooled and used for the standard Nextera tagmentation and amplification reactions (Nextera XT, Illumina) using a custom primer instead of an i5 index primer to amplify only those specific fragments that contained the cell barcodes and UMIs. The libraries were sequenced on the Illumina HiSeq X using 150-bp paired-end reads.

The raw data analysis pipeline was conducted essentially according to our previous report (Li et al., 2021). Briefly, the raw data were processed by FastQC (V0.11.7) for quality evaluation, whereas fastp (v1) was used for trimming and STAR aligner (v2.5.3a) was used for alignment, while feature Counts (v1.6.2) were used for transcript counting. The cell barcodes and UMIs of the transcripts without polyT tails were extracted after they were filtered out. Adapters and polyA tails were thereafter trimmed before the second read was mapped to the UCSC mm10 reference genome with ensemble version 92 gene annotation. The reads with the same cell barcode, UMIs, and genes were grouped to calculate the number of UMIs generated per gene per cell. The cells from Tex13a-KO and WT testes were integrated and filtered under Seurat 3.2.3 (Stuart et al., 2019). The batch effects were thereafter removed by sctransform 0.3.1 embedded in the Seurat package. All the cell clusters were divided in an unbiased manner.

To identify the differentially expressed genes, the function FindMarkers of Seurat was used (test.use = “bimod,” logfc.threshold = 0.1). Upregulated genes (*p* ≤ 0.05, *p*_val_adj ≤ 0.05, logFC ≥ 0.2, and PCT1 ≥ 0.2) and downregulated genes (*p* ≤ 0.05, *p*_val_adj ≤ 0.05, logFC ≤ −0.2, and PCT2 ≥ 0.2) were filtered as the differentially expressed genes between Tex13a-KO and WT.

The gene set enrichment was performed following the competitive gene set enrichment test CAMERA embedded in the SingleSeqGset (version 0.1.2.9000) R package (Wu and Smyth, 2012; Cillo et al., 2020). mRNA surveillance pathway, deadenylation-dependent mRNA decay, and RNA degradation were derived from PathCards of GeneCards (Belinky et al., 2015). All other gene sets or pathways used were obtained from C5 ontology gene sets of GSEA (Subramanian et al., 2005).

### GST Pull-Down Assay, Western Blot, and Hematoxylin–Eosin Staining

GST-tagged segments of the five domains have been indicated in Figure 2A; GST-tagged Tex13a and empty vector encoding GST (pGEX4t-1) were expressed, respectively, in BL21(DE3) induced by 0.5 mM IPTG for 2 h. GST-tagged proteins were isolated by Glutathione Sepharose 4B beads (GE Health). His6-HA-tagged full-length Tex13a was similarly expressed in BL21(DE3), isolated with Ni-NTA Sepharose FF column (GE Health, Piscataway, NJ, United States), and desalted by dialysis. GST-tagged recombinant proteins bound in Glutathione Sepharose 4B beads were mixed with His6-HA-tagged Tex13a in the mild lysis buffer [50 mM Tris (pH 7.4), 150 mM NaCl, 0.1% TRITON X-100] with proteinase inhibitor cocktail on ice for 3 h. Following washing, the different bound proteins on Glutathione Sepharose 4B beads were diluted with reduced glutathione and were subjected to SDS-PAGE electrophoresis. SDS-PAGE gels were either transferred to PVDF membrane for Western blots analysis or stained by Coomassie brilliant blue. GST-tagged Tex13a beads were incubated for 3 h on ice with testis homogenates diluted in the abovementioned mild lysis buffer. The bound proteins were subjected to Western blotting.

For Western blot analysis, 40-μg protein samples were subjected to SDS-PAGE, and then transferred to PVDF membranes. After blocking with skimmed milk, the membrane was incubated with primary antibodies anti-HA (1:2,000, KM8004, Sungene Biotech, Tianjin, China) and anti-Cnot1 (1:500, 14276-1-AP, Proteintech, Wuhan, China) overnight at 4°C. The membrane was then incubated with the following secondary antibodies for 30 min: goat anti-rabbit IgG H&L (Alexa Fluor 790, Abcam) and goat anti-mouse IgG H&L (Alexa Fluor 791, Abcam). The membranes were thereafter detected on an Odyssey infrared imaging system (LI-COR Biosciences, Lincoln, NE, United States).

Formalin-fixed paraffin-embedded mouse testis sections of 5 μm thickness were used for HE staining.

### Sperm Motility Assay

Male mice aged 3–10 months were used to extract sperm from the caudal epididymis. HS solution containing 25 mM NaHCO_3_ was used to dilute and release the sperm for motility detection. Sperm samples were injected into 80-μm-deep chambers (Hamilton-Throne, Beverly, MA, United States) and analyzed on a computer-assisted sperm analysis (CASA) system (Hamilton-Throne, Beverly, MA, United States) on a Zeiss microscope with a 10× objective (Oberkochen, German). Statistical analysis was performed *via* the unpaired *t*-test incorporated in GraphPad Prism 8. The sperm samples from 14 KO mice and 13 WT mice were analyzed.

#### Data Availability

The raw scRNA-Seq data and disposed data have been deposited in the GEO database (GSE183626).

## Results

### Tex13a-KO Led to a Delayed Degradation of mRNAs Encoding Structural Components of Elongating Spermatids

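In the GENCODE vM21 annotation of GRCm38, the same genome build as mm10, Tex13a (ENSMUSG00000071686.2) lies on the minus strand of chromosome X from 138208165 to 138209580. Exon 1 runs from 138208969 to 138209580 and exon 2 from 138208165 to 138208869. The coding sequence starts in exon 1 at 138209427 and ends in exon 2, whose last part, from 138208165 to 138208197, is annotated as untranslated region with the stop codon. In the testis UMI matrix used here, the symbol Tex13a can stand for 7 neighbouring rows, because the list of symbols has fewer lines than the matrix has rows. Of these 7 rows, 1 had no UMI in the KO library and 2295 UMIs in the WT library, and the other 6 had UMIs in both libraries. The row without KO UMIs was taken as Tex13a. Since it was chosen by its absence in KO, its zero in KO is not an independent check of the library labels. A zero over a whole library was also not limited to this row, as 2 other rows with at least 100 WT UMIs had no KO UMI. With this choice, 0 of 7238 KO cells had a Tex13a UMI, where 3 cells would be 0.0414%, against 1502 of 5170 WT cells (29.1%, exact binomial 95% interval 27.8 to 30.3).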

*Tex13a* is an X-linked gene with two exons in the mouse, both of which were knocked out by CRISPR/Cas9-mediated genome editing (Supplementary Figure 1A). In line with an earlier report (Lu et al., 2019), Tex13a-KO mice were fertile and no visible phenotype was found upon examining of the testis slices stained by HE (Supplementary Figure 1B).

To further delineate the function of *Tex13a*, scRNA-seq was performed in wild-type (WT) and *Tex13a* knocked-out (KO) mice. 

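The scRNA-seq data consist of 1 WT and 1 Tex13a-KO library, each made from 3 testes of 3 mice that were pooled before the cells were captured in microwells with barcoded beads. There is thus 1 sample per genotype, so no difference between KO and WT has a replicate check and no p-value is given. The authors trimmed the reads, aligned them with STAR to mm10, assigned them to Ensembl genes with featureCounts, counted UMIs per gene and cell, filtered and integrated the cells in Seurat with sctransform, and clustered them. The deposited matrix holds the raw UMI counts of the cells that were kept, and the deposited cell table gives the library and the cluster of each cell. The WT library has 5170 cells with 45568532 UMIs in all, a median of 6508 UMIs and 2052.5 genes per cell. The KO library has 7238 cells with 67734689 UMIs, a median of 6714.5 UMIs and 2239 genes per cell. Cells are not replicates, so the UMIs were summed per library and cluster and scaled to the same total for every library and cluster (CPM). The difference of a gene is the log2 ratio of KO to WT CPM, with 1 UMI per gene added over both libraries in proportion to their depth. Genes with at least 10 UMIs in WT and KO together were read in a cluster. Every interval given for these values is a 95% interval for counting error only, from exact Poisson or binomial limits, or from redrawing the counts for the median of a gene list. Because the list of symbols is shorter than the matrix, symbols were matched to rows through the 30 mitochondrial genes, whose UMIs must add up to the mitochondrial percentage of the cell table. The matched rows added up exactly in all 12408 cells, whereas reading line number as row number did so in 662 cells. Between the matched rows, a symbol was used where only 1 row was possible when rows seen in fewer than 5 cells are those that may lack a symbol. This left 5476 symbols, which carry 86.9% of all UMIs. Gene lists were therefore read in part, were compiled by hand, and are not the GSEA or PathCards gene sets of the paper.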

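The authors' cell table assigns every cell to 1 of 13 clusters, named Sg, Sc1, Sc2 and Sd1 to Sd10. The smallest cluster in KO was Sc1, with 99 cells (1.37% of the library, exact binomial 95% interval 1.11 to 1.66), against 130 cells in WT (2.51%, 2.11 to 2.98). The largest in KO was Sd1 with 1057 cells (14.6%, 13.8 to 15.4), against 513 in WT (9.92%, 9.12 to 10.8). Sd9 held 421 WT cells (8.14%) and 435 KO cells (6.01%). Sd10 held 184 WT cells (3.56%, 3.07 to 4.10) and 278 KO cells (3.84%, 3.41 to 4.31). These shares come from 1 cell suspension per genotype, and their intervals do not cover the variation between mice or between preparations.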

One cluster of spermatogonia, two clusters of spermatocytes, one mixed cell cluster of spermatocyte and early spermatids (Sd1), and nine clusters of haploid spermatids were divided (Supplementary Figure 2A). The well-known cell markers of each cluster were plotted in Figure 1A. Moreover, by examining the differentially expressed genes (DEGs) during the middle and late steps of spermatids (Sd5-Sd10) in between WT and KO, we found that Sd10_WT and Sd10_KO had more significant DEGs, which were enriched in proteasomal proteins, catabolic process, and protein translation pathways (Supplementary Figures 2B–D).

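Of the markers in Figure 1A, 31 have 1 possible row in the matrix. For 30 of them the cluster with the highest CPM was the same in WT and KO. The exception was Cdyl, highest in Sd6 in WT (842 CPM, with 838 CPM in Sd5) and in Sd5 in KO (955 CPM, with 883 CPM in Sd6). Stra8 was highest in Sc1 (4287 CPM in WT and 4453 CPM in KO), Piwil1 in Sc2 (532 and 441 CPM) and Ccna1 in Sd1 (498 and 480 CPM). Among the later spermatids, Tex36 was highest in Sd4 (890 and 808 CPM), Hemgn in Sd5 (856 and 819 CPM), Tnp1 in Sd8 (52859 and 48400 CPM) and Prm3 in Sd9 (6280 and 6344 CPM). Car2 (2049 and 2434 CPM), Oaz3 (30623 and 31904 CPM) and Gapdhs (7117 and 6748 CPM) were highest in Sd10.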

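To set the clusters side by side, the UMIs of each library and cluster were thinned to 749010, the total of the shallowest one, and Tex13a was left out. The interquartile range of the log2 KO to WT ratios was 0.676 in Sd10, where counting error alone gave 0.512, and 0.661 in Sd9, where it gave 0.515. In Sd5 to Sd8 it lay between 0.540 (Sd5) and 0.572 (Sd8). In Sd10, 11.8% of the genes read were at least 2-fold apart in either direction (8.34% from counting error alone), in Sd9 11.5% (8.20%) and in Sd8 8.93% (7.87%). At the full depth of each cluster, 8.39% of 1729 genes in Sd10 were higher and 2.60% lower in KO by the size limits of the study (fold and percent of cells, without its test). Both directions together came to 2.80% in Sd9 and to 0.729% (Sd5) to 1.32% (Sd8) in Sd5 to Sd8, but to 6.13% in Sc1 and 3.46% in Sg. Without a filter on low counts the interquartile range in Sd10 was 1.72, the largest move under any alternative. Cells of a cluster also differ within a library, and Sd10 has few cells. In a comparison added after the values were seen, 65 cells per group were drawn 20 times in every cluster. On average WT cells against other WT cells gave an interquartile range of 0.674 in Sd10 and KO against WT cells 0.774. In Sd9 the averages were 0.647 and 0.729, and in Sd5 to Sd8 KO against WT exceeded WT against WT by 0.0309 (Sd5) to 0.0520 (Sd7). KO against WT was wider in 19 of 20 draws in Sd10 and 18 in Sd9, but also in 18 of 20 in Sd5 and in all 20 in Sd4 and Sd7, so this number does not set Sd9 and Sd10 apart. Past the size limits lay 11.9% of genes for WT against WT and 21.4% for KO against WT in Sd10, and 11.5% and 16.5% in Sd9. These are means. In Sd10 single draws of WT against WT reached 22.8% and those of KO against WT began at 18.2%, so the draws overlap. Draw by draw, this share was higher for KO against WT in 20 of 20 in Sd10. The same held in 20 of 20 draws in each of Sd5 to Sd9. In Sd5 to Sd8 the 2 shares differed by 2.09 (Sd5) to 3.75 percentage points (Sd7), and in Sg by 4.11. No gene was tested, and the enriched terms of Supplementary Figure 2C were not analysed here.

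**Figure D1:**
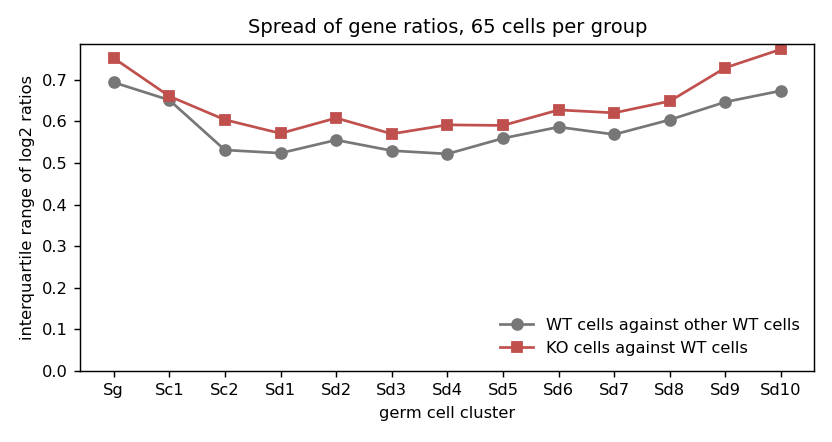
Interquartile range of the log2 ratios of genes per germ cell cluster with 65 cells per group, as the mean of 20 draws. Grey circles compare WT cells with other WT cells and red squares KO cells with WT cells. The distance between them is largest in Sd10 (0.674 and 0.774).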

**FIGURE 1:**
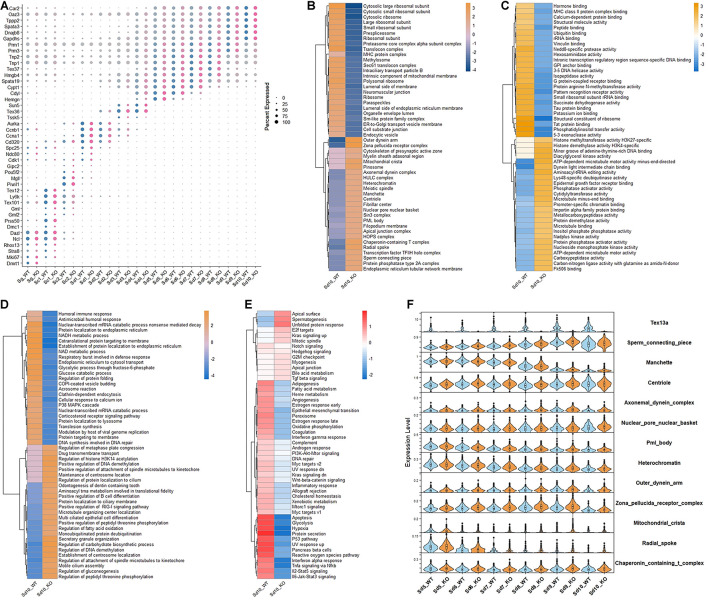
The altered gene expression patterns in the elongating spermatids in Tex13-KO and WT mouse. **(A)** The cell markers of all the germ cell clusters in WT and Tex13a KO mouse testes. **(B)** Top 25 upregulated and downregulated pathways of C5 (CC) (GSEA) in elongating spermatid Sd10 from WT and Tex13a KO mouse testes. **(C)** Top 25 upregulated and downregulated pathways of C5 (MF) (GSEA) in elongating spermatid Sd10. **(D)** Top 25 upregulated and downregulated pathways of C5 (BP) (GSEA) in Sd10_WT and Sd10_KO. **(E)** The relative expression level of 50 hallmark signaling pathways (GSEA) in Sd10_WT and Sd10_KO. **(F)** The expression profiles in Sd5–Sd10 of selected upregulated pathways in Sd10_KO.

CAMERA enrichment analysis was performed for comparing the overall changes in each gene set or signaling pathway between Tex13a-KO and WT mice (Wu and Smyth, 2012; Cillo et al., 2020). CAMERA enrichment analysis of C5 (CC) pathway gene sets (GSEA) revealed that the gene sets involved in the structural components of sperm tail and head (sperm connecting piece, manchette, centriole, axonemal dynein complex, nuclear pore nuclear basket, outer dynein arm, zona pellucida receptor complex, mitochondrial crista, radial spoke, nuclear pore nuclear basket, PML body, heterochromatin, and chaperonin-containing T complex) were significantly upregulated. 

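Hand-compiled lists for 12 of these structures were read in Sd10, each from the members with 1 possible row and at least 10 UMIs. The median log2 KO to WT ratio was above 0 in 9 of the 12 lists and below 0 in 3. Lists can share genes, as those of axonemal dynein and the outer dynein arm do, so the 12 are not independent. The median of the radial spoke list was 0.41 (95% interval 0.18 to 0.60, 14 genes), higher than in 98.8% of 10000 random lists of equally expressed genes. The axonemal dynein list had a median of 0.54 (-0.08 to 0.74, 11 genes, percentile 98.9) and the outer dynein arm list 0.40 (-0.02 to 0.69, 8 genes, percentile 95.2). The centriole list had 0.08 (0.04 to 0.37, 17 genes, percentile 67.4). The medians of the manchette list (0.09), the connecting piece list (0.04), the zona pellucida receptor list (0.07), the PML body list (0.15) and the chaperonin-containing T complex list (0.17) had intervals that include 0, and that of the connecting piece list fell below 0 when ratios were centred on the median of all genes. Intervals that include 0 were also found for those of the nuclear basket list (-0.30, 5 genes), the heterochromatin list (-0.07, 10 genes) and the mitochondrial crista list (-0.01, 6 genes). Over 10 alternatives the nuclear basket median went from -0.45 to 0.65 and was above 0 in 6. The heterochromatin median was below 0 in 9 (lowest -0.28) and 1.03 with cells thinned to 3000 UMIs, and the crista median was below 0 in 7. Summed over its genes, the level was higher in KO for 9 of the 12 lists and lower for 3, the heterochromatin, centriole and connecting piece lists. The intervals lay apart for 4 lists, all higher in KO. That of the centriole list was 5894 CPM in Sd10_WT (5760 to 6030) and 5674 CPM in Sd10_KO (5563 to 5786), and that of the radial spoke list 1461 CPM (1395 to 1529) and 1518 CPM (1461 to 1577). The summed level of the nuclear basket list was 239 CPM in Sd10_WT (213 to 268) and 316 CPM in Sd10_KO (290 to 343), that of the crista list 1564 CPM (1495 to 1635) and 2093 CPM (2026 to 2162), and that of the heterochromatin list 97.4 CPM (80.9 to 116) and 95.3 CPM (81.5 to 111). In Sd9 the medians of all 12 lists were above 0 and the intervals of 7 excluded 0, but the median of all genes with 1 possible row was 0.0888 there. The crista list (0.02, percentile 51.5) lay below it, and 6 of the 12 lists were above percentile 95 of the random lists. In Sd9 the connecting piece list had 0.18 (0.03 to 0.25), the manchette list 0.14 (0.08 to 0.24) and the chaperonin list 0.36 (0.22 to 0.54). The axonemal dynein median was above 0 in all 11 earlier clusters as well, from 0.06 in Sd5 to 0.61 in Sc1, as the plot of list medians by cluster shows. The radial spoke median ranged from -0.13 to 0.31 in those clusters.

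**Figure D2:**
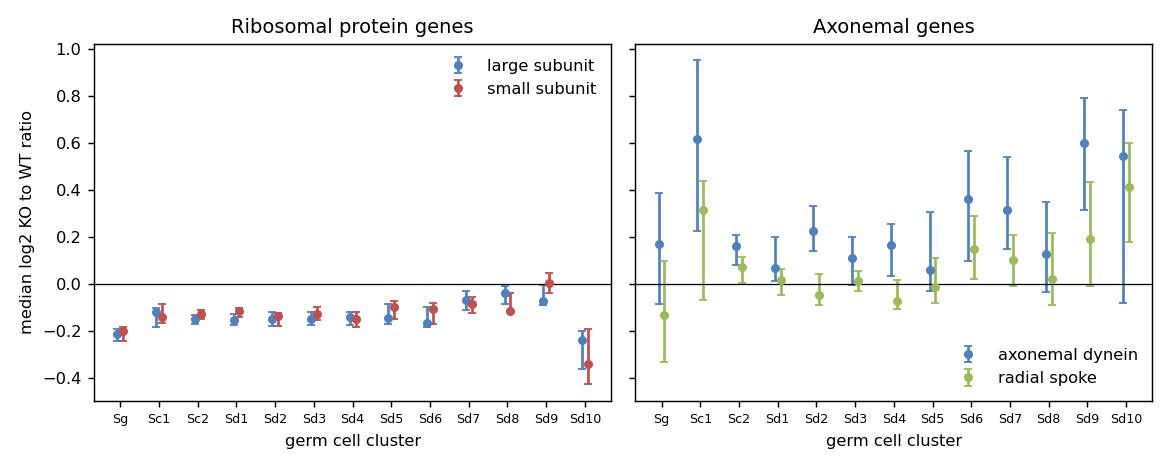
Median log2 KO to WT ratio per germ cell cluster for ribosomal protein genes (left) and axonemal genes (right); bars are 95% intervals for counting error. The axonemal dynein median is above 0 in every cluster, and both ribosomal medians are lowest in Sd10.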

Meanwhile, components of the ribosomes were downregulated in the last detectable step of ESs (Sd10) by scRNA-seq (Figure 1B). 

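Ribosomal protein genes of the cytosolic large subunit had a median log2 KO to WT ratio of -0.24 in Sd10 (95% interval -0.36 to -0.20), with 35 of 38 genes lower in KO. Those of the small subunit had -0.34 (-0.43 to -0.19), with 29 of 31 lower. None of 10000 random lists of equally expressed genes had as low a median. The 71 ribosomal protein genes with 1 possible row took 2.40% of the UMIs in Sd10_WT (exact binomial 95% interval 2.37 to 2.42) and 2.10% in Sd10_KO (2.08 to 2.12). Taken as the mean over single cells, the KO share was 2.08%. The KO share was below the WT share in all 13 clusters, for example 9.30% against 10.7% in Sg and 2.53% against 2.61% in Sd9. The median ratio in the 11 clusters before Sd9 lay between -0.22 and -0.04 for the large subunit and between -0.20 and -0.09 for the small one. In Sd9 the medians were -0.07 (-0.09 to -0.01) and 0.00 (-0.04 to 0.04). The mitochondrial ribosomal protein genes had a median of 0.08 in Sd10 (-0.21 to 0.36).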

CAMERA enrichment analysis of C5 (MF) and C5 (BP) pathway gene sets (GSEA) further indicated the existence of extensive alterations of the transcriptome in Sd10 ESs (Figures 1C,D). Furthermore, a 50 hallmark gene sets enrichment analysis revealed that the pathways of various house-keeping genes were globally lower in Sd10_KO than in Sd10_WT, potentially due to competition between junk mRNAs and house-keeping gene transcripts (Figure 1E), which will be discussed further later. 

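Among genes with 1 possible row and at least 100 UMIs in Sd10_WT and Sd10_KO together, the 5 with the highest log2 KO to WT ratios were Stat4 at 1.82 (121 UMIs in WT and 603 in KO, 95% interval 1.54 to 2.12), 3110070M22Rik at 1.56 (40 and 167 UMIs), Ppp2r5c at 1.53 (40 and 164 UMIs), Pla2g12a at 1.49 (25 and 100 UMIs) and Mir670hg at 1.47 (26 and 102 UMIs). The 5 lowest were mt-Nd1 at -1.65 (155 and 69 UMIs, -2.09 to -1.24), mt-Cytb at -1.26 (111 and 65 UMIs), Gm44933 (90 and 63 UMIs, 71.8 and 35.8 CPM), mt-Nd2 at -0.92 (77 and 57 UMIs) and Gm14773 at -0.91 (99 and 74 UMIs). The row taken as Tex13a, with 195 WT UMIs and 0 KO UMIs in Sd10, was not ranked, since its symbol has 7 possible rows. Genes at the ends of a ranking on 1 library per genotype have ratios that chance in these counts makes larger. The median ratio over the 3674 genes with 1 possible row read in Sd10 was 0.04.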

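The hallmark gene sets were not read as such. Of 4 hand-compiled lists of house-keeping genes, 3 had a median log2 KO to WT ratio below 0 in Sd10, and the counting interval of each included 0. The glycolysis list had -0.12 (95% interval -0.24 to 0.02, 7 genes), the alpha subunits of the proteasome core -0.06 (-0.90 to 0.13, 5 genes) and the translocon -0.37 (-1.53 to 0.76, 2 genes). The oxidative phosphorylation list had 0.03 (-0.08 to 0.13, 60 genes) and fell below 0 when ratios were centred on the median of all genes. The sperm-specific glycolytic genes had -0.08 (-0.12 to -0.04, 5 genes), and -0.12 after the same centring. In Sd9 all 4 house-keeping medians were above 0, with 0.21 (0.14 to 0.29, percentile 98.5) for oxidative phosphorylation, but that of glycolysis (0.02, percentile 48.7) lay below the median of all genes with 1 possible row in that cluster. Among the ribosomal, house-keeping and sperm glycolysis lists, those with intervals below 0 in Sd10 were those of the cytosolic ribosome and sperm-specific glycolysis. The sperm glycolysis median lay at percentile 29.8 of the random lists, so medians as low were common among them.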

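In the WT library, the Tex13a row rose from 3.03 CPM in Sd1 (exact Poisson 95% interval 1.73 to 4.91) to 30.7 CPM in Sd3 and 56.9 CPM in Sd5. It reached 111 CPM in Sd8 (101 to 122), 144 CPM in Sd9 (130 to 159) and 156 CPM in Sd10 (135 to 179), so Sd9 and Sd10 were not told apart at this depth. A Tex13a UMI was found in 227 of 421 Sd9 cells (53.9%, exact binomial 95% interval 49.0 to 58.8) and in 104 of 184 Sd10 cells (56.5%, 49.0 to 63.8). With every cell thinned to 3000 UMIs, which left out none of the cells, these shares were 36.8% and 33.2%. The lowest share was that of Sd1, with 12 of 513 cells (2.34%) at a median of 7196 UMIs per cell. In Sg and Sc1 the level was 15.8 and 17.6 CPM. Spermatid transcripts were also read in Sg_WT, with Prm1 at 21336 CPM (157913 CPM in Sd8) and Tnp1 at 5600 CPM (52859 CPM in Sd8). The Tex13a levels in Sg and Sc1 may thus be RNA from other cells and do not show expression there. This course over the WT clusters holds for the row without KO UMIs. In the paper's own values, Tex13a was highest in Sd9 and Sd10, and most gene sets that differ did so in Sd10. From these 2 points the paper proposes that Tex13a may take part in RNA metabolism in late spermatids.

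**Figure D3:**
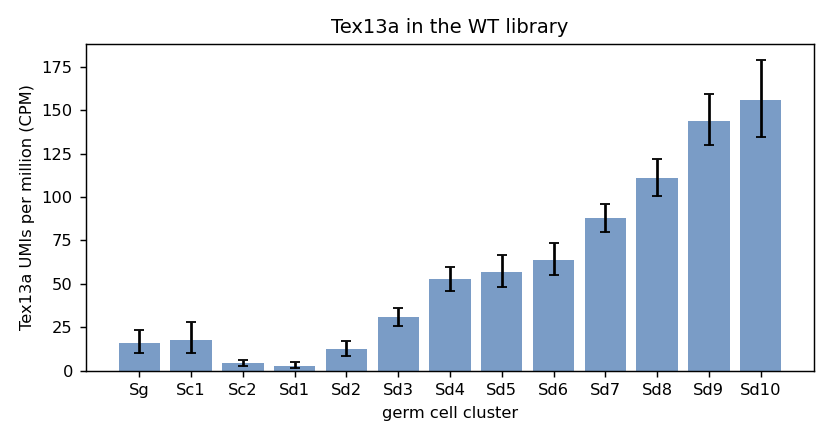
Tex13a CPM in the WT library by germ cell cluster; bars are summed UMIs over the total, with exact Poisson 95% intervals. The level rises from 3.03 in Sd1 to 156 in Sd10.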

Most of the differentially expressed gene sets emerged in Sd10 and some were also found in Sd9, which coincided with the highest expression level of Tex13a in Sd9 and Sd10 (Figure 1F). Therefore, Tex13a could be involved in the regulation of overall RNA metabolism during the late ESs.

### Tex13a Was Revealed to Be a Testis-Specific Component of the CCR4–NOT Complex

To further verify the involvement of Tex13a in the RNA metabolism, we analyzed the potential association of Tex13a with the CCR4–NOT complex, which serves as a key RNA machine participating in the initial step of RNA degradation. Among the several important components of the CCR4–NOT complex, Cnot1 was the largest and main structural component with five domains (Chalabi Hagkarim and Grand, 2020). The five domains annotated by Pfam have been shown in Figure 2A. Tex13a was difficult to be detected by Western blot or immunofluorescence for heterologous expression of HA-tagged Tex13a in cell lines (data not shown). As a result, the full-length Tex13a in fusion with His6-HA tags at the N-terminus and the five recombinant segments in fusion with GST corresponding to the five domains were constructed, expressed, and extracted from *E. coli* for GST pull-down analysis (Figures 2A,B). As expected, GST pull-down showed a direct interaction of Tex13a with Cnot1. The interaction was found to be mediated by the C-terminal HEAT domain (pfam domain PF04054) of Cnot1 (Figure 2C). In turn, GST-Tex13a also pulled down endogenous Cnot1 from the mouse testis homogenates (Figure 2D). 

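Of 11 CCR4-NOT subunits, Cnot2, Cnot4 and Cnot6 have 1 possible row in the matrix, and the other 8 were not analysed here. Cnot4 had 18 UMIs in Sd10_WT (14.4 CPM) and 42 in Sd10_KO (23.8 CPM), a log2 ratio of 0.72 (95% interval -0.10 to 1.61), and 49 UMIs in each library in Sd9. From Sd5 to Sd8 its log2 ratios were -0.55 (-1.19 to 0.06), 0.07 (-0.60 to 0.74), 0.86 (0.33 to 1.42) and 0.12 (-0.41 to 0.66), so that of Sd7 was higher in KO beyond counting error. Cnot2 had 2 and 4 UMIs in Sd10, and Cnot6 had 2 and 1, too few to show a difference. The hand-compiled list for deadenylation-dependent decay had a median ratio of 0.11 in Sd10 (-0.02 to 0.38, 16 genes, percentile 68.9 among random lists). Its 23 genes summed to 3121 CPM in Sd10_WT (3024 to 3221) and 3678 CPM in Sd10_KO (3589 to 3768). The RNA degradation list had a median ratio of 0.17 (-0.01 to 0.51, 14 genes, percentile 78.2), and its 27 genes summed to 777 CPM in Sd10_WT (729 to 827) and 805 CPM in Sd10_KO (764 to 848). In Sd9 the medians were 0.16 (0.06 to 0.42, percentile 66.3) and 0.29 (0.06 to 0.44, percentile 86.1).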

As a feedback effect, Tex13a deletion led to the upregulation of deadenylation-dependent mRNA decay and CCR4–NOT pathways, but without changing the level of the RNA degradation pathway (Figure 2E). We proposed a novel interacting model of Tex13a and CCR4–NOT complex based on the consensus AGGUAA motif bound by Tex13a and the interaction of Tex13a with Cnot1, which gave the CCR4–NOT complex the potential to cause targeted mRNA degradation in late steps of ESs (Figure 2F).

**FIGURE 2:**
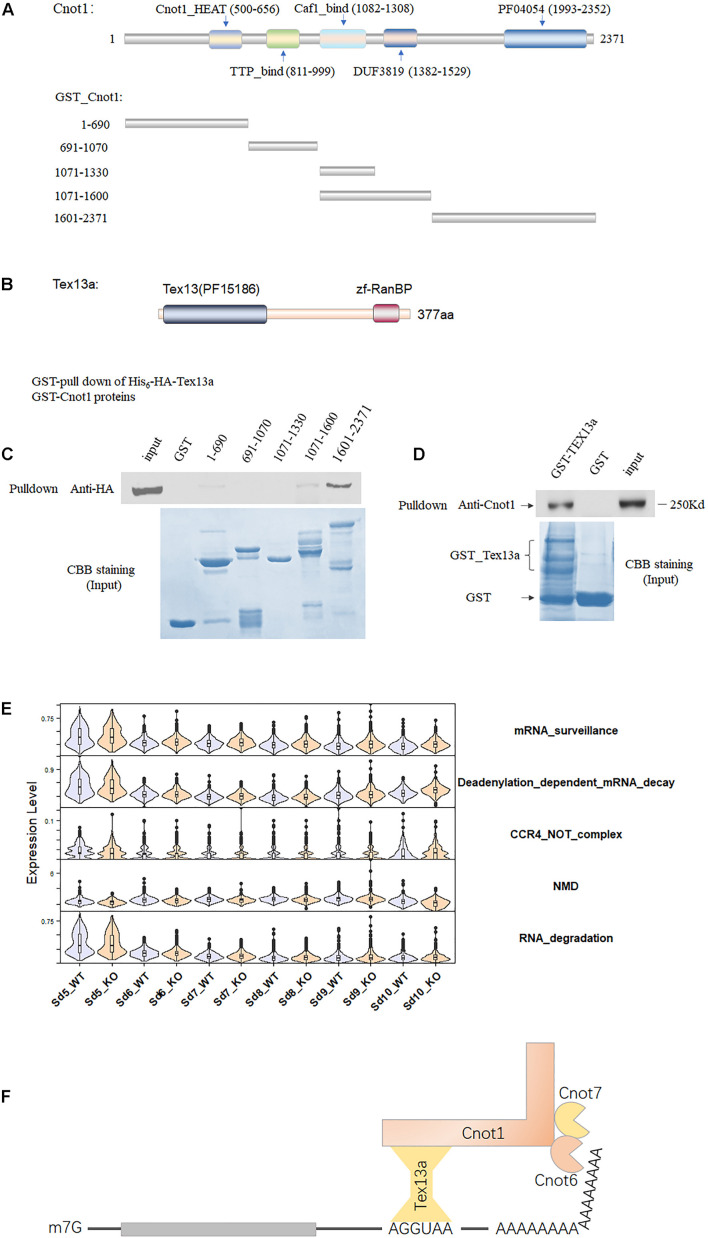
The association of Tex13a with the CCR4–NOT complex. **(A)** The five domains of Cnot1, the five truncated segments of Cnot1 in fusion with GST in the N-terminus facilitated recombinant protein expression. **(B)** Diagram showing the domains of Tex13a. **(C)** GST pull-down analysis of His6-HA-Tex13a with the five recombinant GST-tagged segments of Cnot1 *in vitro*. Recombinant proteins were stained with Coomassie brilliant blue (CBB) staining. **(D)** Endogenous Cnot1 of mouse testes was pulled down by recombinant GST_Tex13a. **(E)** The expression profiles of four RNA metabolism-related pathways from Sd5 to Sd10 in between WT and KO. **(F)** A proposed interaction model of Tex13a with CCR4–NOT complex.

### Tex13a Deletion Altered the Sperm Motility

The delayed degradation of RNAs of sperm structural components did not result in a visible phenotype in the morphology of the mature sperm and fertility (Lu et al., 2019). Additionally, it remarkably altered the different parameters of sperm motility, such as path velocity (VAP, average path velocity) (*p* = 0.01372), track speed (VCL, velocity curvilinear) (*p* = 0.0009073), and rapid progression (*p* = 0.0001580) as well as the sperm total concentration (*p* = 0.02968) (Figure 3). However, the beat frequency was not changed. Therefore, the rapid motility was significantly altered in Tex13-KO mouse sperm. Hence, a significant reduction of rapid motility could be considered as a typical phenotype marker of *Tex13a* deletion.

**FIGURE 3:**
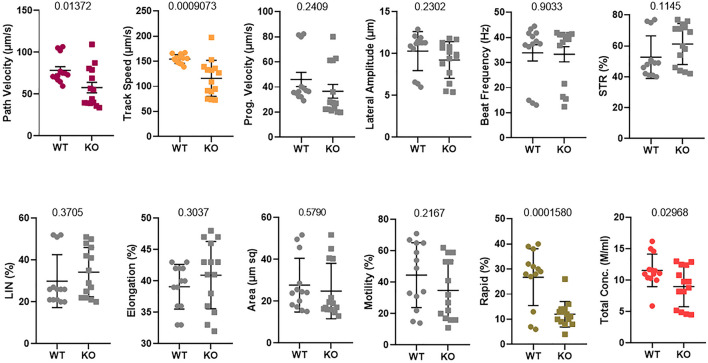
Sperm motility was analyzed using a computer-assisted sperm analysis (CASA) system. Twelve different parameters were assayed and compared between WT and Tex13a_KO mice. *p*-value was displayed above each image.

## Discussion

Various mRNAs can accumulate during the late stages of ESs, causing delayed translation. These junk RNAs should be eliminated as soon as their tasks are completed. This was demonstrated by an abrupt degradation of mRNAs in Sd10 and a transitory upregulation of CCR4–NOT pathway genes in the late steps of ESs (Figure 2E). 

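The cells that were kept have at least 3219 UMIs in WT and 3686 in KO, so cells that had lost more mRNA are not among them, and the UMIs per cell do not show whether mRNAs were lost. Among the kept cells the median was 4994 in Sd9 and 5271 in Sd10 in WT, and 4978 and 5287 in KO. As a mean it was 6808 in Sd10_WT and 6339 in Sd10_KO. The median number of genes with a UMI fell from 2157 in Sd5 to 1155 in Sd9 and 1077.5 in Sd10 in WT, and from 2110 to 1203 and 1127.5 in KO. The summed level of the 3 CCR4-NOT subunits that could be read was 23.4 CPM in Sd5_WT (95% interval 18.0 to 29.8), 16.0 CPM in Sd6_WT, 10.9 CPM in Sd7_WT (8.23 to 14.1), 24.4 CPM in Sd9_WT (18.8 to 31.2) and 17.6 CPM in Sd10_WT (22 UMIs). In KO it was 19.4 CPM in Sd5, 20.0 CPM in Sd7, 25.9 CPM in Sd9 and 26.7 CPM in Sd10 (19.6 to 35.5). The list for deadenylation-dependent decay went from 4438 CPM in Sd5_WT to 2173 CPM in Sd8_WT, and from 4334 to 2322 CPM in KO, before it rose to its Sd10 level. For the median member of that list, Sd10 was below Sd5 by a log2 ratio of -1.59 in WT and -1.49 in KO. Totals per cell follow the number of captured molecules, and a fall of all mRNAs together cannot be read from CPM.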

Chromatid bodies have been regarded as an important center for the RNA metabolic process *via* regulating NMD in spermatids (MacDonald, 2019). NMD is involved in the surveillance and degradation of aberrant RNAs *via* affecting NMD pathways, though it is also capable of degrading a subset of functional intact RNAs (He and Jacobson, 2015; Jones and Wilkinson, 2017). Deadenylation, the rate-limiting step of mRNA degradation, initiates all major mRNA decay pathways identified so far in eukaryotes (Chen and Shyu, 2011). Thereafter, following shortening of the poly(A) tail, the mRNAs can be degraded in a 3′–5′ direction by the exosomes, or, alternatively, deadenylation is followed by decapping (a backup way) and degradation in a 5′–3′ direction (Parker and Song, 2004; Houseley and Tollervey, 2009). Mammalian mRNA deadenylation involves two consecutive phases mediated by the PAN2-PAN3 for long poly(A) and the CCR4–NOT complexes for short poly(A) (Bartlam and Yamamoto, 2010; Wahle and Winkler, 2013). Therefore, degradation of the intact mRNAs during the late steps of ESs were likely initiated by deadenylation, and NMD might not serve as a major degradation pathway, which was also evidenced by the decreased level of NMD in Sd10 (Figure 2F). 

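The 13 NMD factors with 1 possible row summed to 990 CPM in Sd5_WT, 758 CPM in Sd9_WT and 562 CPM in Sd10_WT (95% interval 521 to 605). In KO the sums were 1040, 756 and 581 CPM (546 to 618). The mRNA surveillance list summed to 1027 CPM in Sd5_WT, 692 CPM in Sd9_WT and 421 CPM in Sd10_WT (386 to 458), and to 1062, 700 and 427 CPM (397 to 459) in KO. The fall from Sd5 to Sd10 was thus found in both libraries. For the median member of the NMD list, the log2 ratio of Sd10 to Sd5 was -1.28 in WT and -0.21 in KO. Between the genotypes in Sd10, the NMD factors had a median log2 KO to WT ratio of 0.24 (-0.09 to 0.63, 7 genes, percentile 78.6) and the mRNA surveillance list 0.04 (-0.16 to 0.40, 15 genes), which fell below 0 when ratios were centred on the median of all genes. The list of NMD factors holds no ribosomal protein genes. From the lower NMD level in Sd10, together with the role of deadenylation, the paper reasons that NMD might not be a major route of mRNA degradation in late spermatids.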

The C-terminal module of CNOT1 contains a rigid scaffold consisting of two perpendicular stacks of HEAT-like repeats (Boland et al., 2013). Moreover, based on the interacting details of Tex13a with Cnot1 C-terminus, the binding model of Cnot2 and Cnot3 with Cnot1 C-terminus can provide a useful clue (Boland et al., 2013), but the application of crystallography might be required in the future investigations.

As to the converse co-relationship between spermatid-specific gene levels and house-keeping genes in late steps of ESs (Figures 1B,E), a possible explanation could be that the timely degradation of junk RNAs possibly made space for low-level house-keeping genes due to the limited spaces for storage. “Promiscuous” transcription has been reported to exist in haploid spermatids; an array of genes were found to be transcribed extremely high while the other genes were transcribed at lower levels (Schmidt and Schibler, 1995; White-Cooper and Davidson, 2011). Such low-level transcripts were possibly more vulnerable to be downregulated by delayed degradation of junk mRNAs during spermiogenesis. Most of such genes have been derived from the general pathways involved in the various house-keeping roles (Figure 1E). However, more detailed information about the exact RNA motif and mRNAs targeted by Tex13a *in vivo* are needed in the future. For example, identification of new approaches regulating RNA–protein interactions as CLIP can be used for monitoring the RNA motifs bound by Tex13 family members (Nechay and Kleiner, 2020; Masuda et al., 2021).

In terms of the role of Tex13a in the mRNA turnover, only sperm motility alteration might not significantly affect the fertility when Tex13a was deleted, because no alternation of litter size and fertility was recorded (Lu et al., 2019). This is in line with the previous studies that have indicated that only sperm motility is less predictive for evaluating male fertility (Broekhuijse et al., 2012; Wang and Swerdloff, 2014; Boe-Hansen and Satake, 2019). Additionally, the detailed information about parameters of the percentage of spermatozoa with the cytoplasmic droplets (distal cytoplasmic droplets and proximal cytoplasmic droplets), sperm head (length, width, perimeter, and area), midpiece and tail (length and abnormalities), acrosome integrity, plasma membrane integrity, mitochondria activity, DNA damage, histones, chromatin defects, ROS levels, calcium channel activity, pH, and acrosome reaction can also be helpful in complete phenotyping of Tex13a_KO in future studies. The genes derived from the skeletal structures, energy metabolism, mitochondria, and calcium channels may affect the sperm dynamics more directly. Furthermore, animal pairing experiments might also be worth establishing to test the sperm penetration rate *in vitro*, pregnancy rate, farrowing rate and litter size. In this report, we only displayed the changes of sperm motility parameters to verify the potential role of Tex13a in the turnover of mRNAs associated with the different structural components of sperm, many of which were directly related to sperm motility parameters. Screening of differentially expressed genes in protein level related to sperm motility should also be carried out in future studies.

It also needs to be highlighted that the weak phenotype in the spermiogenesis in Tex13a-KO mice may be compensated by other members of the *Tex13* family (Lu et al., 2019). Therefore, Tex13c, which was expressed in late steps of spermatids, also should be paid more attention (Kim et al., 2021).

In summary, *Tex13a* deletion resulted in a delayed degradation of mRNAs of spermiogenesis-related structural components, which potentially resulted in the reduction of house-keeping genes. Sperm motility was also affected, especially the rapid motility was significantly reduced. Interestingly, Tex13a was able to bind Cnot1, a core component of the CCR4–NOT complex, which may affect the decay of particular junk mRNAs during the late steps of ESs.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by University of Nantong Animal Care and Use Committee and the Animal Care and Use Office.

## Author Contributions

FS, CC, YT, and WQ performed supervision, funding acquisition, project administration, and methodology. PM performed sperm motility, HE staining, and genotyping. XC performed DNA cloning, recombinant protein isolation, GST pull-down, and Western blot. JW and XL provided technical assistance, data curation, and project supervision. JC and YH performed animal model preparation. YL performed data analysis, designed experiment, and wrote the manuscript. All authors contributed to the article and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Tex13a Optimizes Sperm Motility via Its Potential Roles in mRNA Turnover
**Source:** Front Cell Dev Biol. 2021 Oct 18;9:761627. doi: 10.3389/fcell.2021.761627
**Supplement:** Supplementary file 1

**Tex13a optimizes sperm motility via its potential roles in mRNA turnover**

Yinchuan Li, Panpan Mi, Xue Chen, Jiabao Wu, Xiaohua Liu, Yunge Tang, Jinmei Cheng, Weibing Qin, C. Yan Cheng, Fei Sun

**Supplementary Figures**

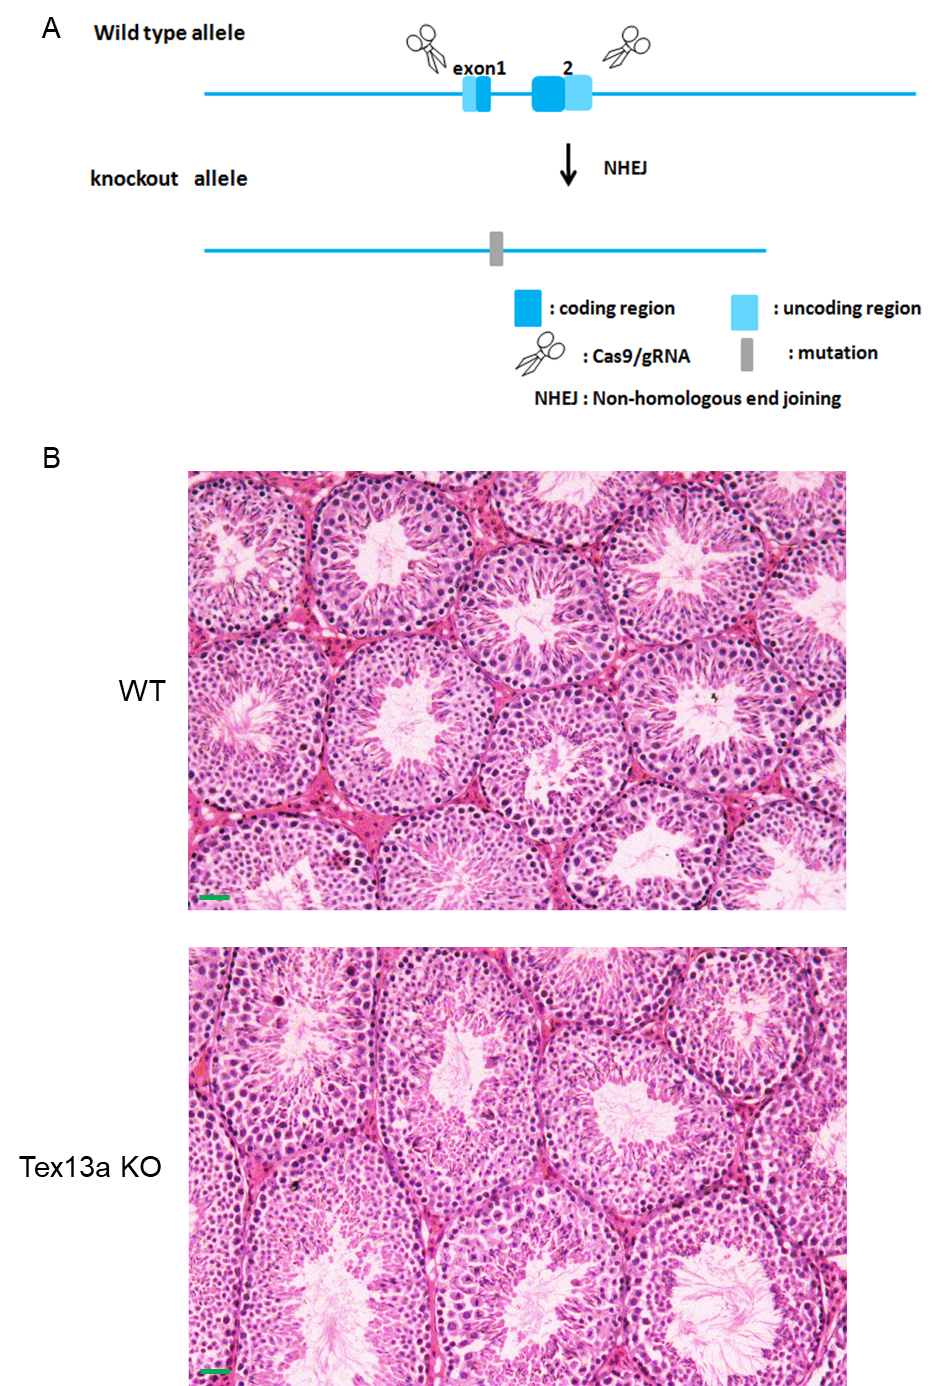

Figure S1. Tex13a-KO and phenotype. (A), Diagram showing the WT allele and KO allele of *Tex13a* in mouse by Crispr-Cas9. (B), HE staining of the testes slices of WT and Tex13a KO mice. Bar, 50 μm.

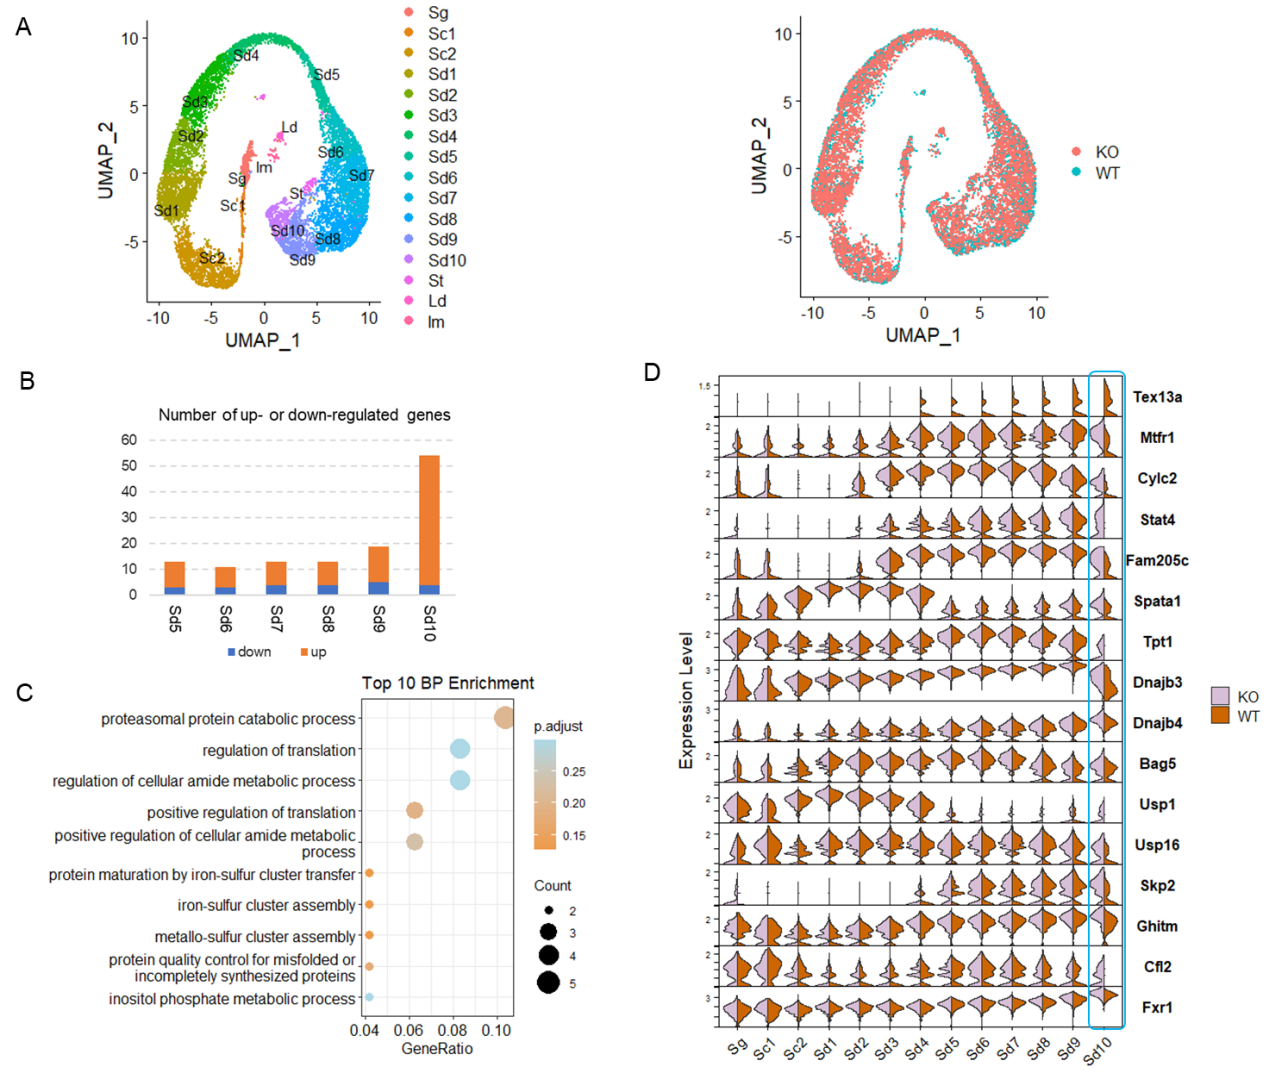

Figure S2. Differentially expressed genes (DEGs) in the elongating spermatids between Sd10_KO and Sd10_WT. (A), UMAP plot of the cells of testes from WT and Tex13a KO mice split by cell clusters (left panel) or by samples (right panel). (B), DEGs were generated by FindMarkers in R package Seurat (test.use = "bimod", logfc.threshold = 0.1). Up-regulated genes (p≤0.05, p_val_adj≤0.05, logFC≥0.2, PCT1≥ 0.2) and down-regulated genes (p≤0.05, p_val_adj≤0.05, logFC≤-0.2, PCT2≥ 0.2) were filtered as significant DEGs in between WT and KO. (C), The top 10 GO (BP) enrichment analysis of the significant DEGs in Sd10, generated by R package clusterProfiler. (D), The violin plot of selected DEGs across all the germ cell clusters in WT and KO samples. 

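Apart from Tex13a, 15 of the genes plotted there have 1 possible row in the matrix. The study selected them on these libraries, so their ratios are no independent evidence. All 15 had a higher CPM in Sd10_KO than in Sd10_WT, with log2 ratios from 0.36 (Fxr1, 3601 against 4611 CPM) to 1.82 (Stat4, 96.6 against 342 CPM). Mtfr1 had 224 CPM in Sd10_WT and 494 CPM in Sd10_KO, a log2 ratio of 1.14 (95% interval 0.94 to 1.34), and Cylc2 145 and 343 CPM, a log2 ratio of 1.24 (1.00 to 1.49). Fam205c, Spata1, Tpt1, Usp1, Skp2 and Cfl2 had log2 ratios between 1.05 and 1.39. Those of Dnajb3, Dnajb4, Bag5, Usp16 and Ghitm lay between 0.60 and 0.78. For each of the 15 genes, the ratio in Sd10 was above that in each of the other 12 clusters, where the ratios lay between -0.28 and 0.78. From Sd9 to Sd10 the CPM fell in WT for 12 of the 15 genes and in KO for 7, with a median log2 change of -0.89 in WT and 0.03 in KO; a low level in Sd10_WT is built into a choice of genes that are higher in Sd10_KO. Under the mean of single-cell CPM, the ratio of Stat4 was 2.29.

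**Figure D4:**
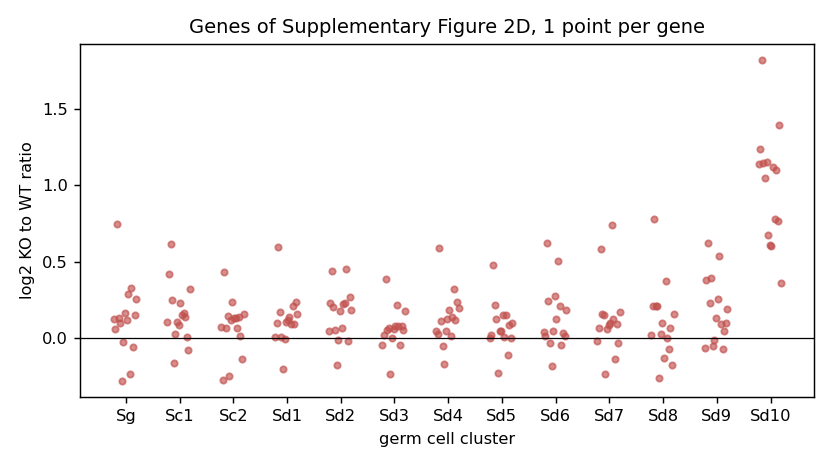
Log2 KO to WT ratio of the 15 genes by germ cell cluster, 1 point per gene with at least 10 UMIs in both libraries together. In Sd10 all points lie between 0.36 and 1.82, and in the other clusters between -0.28 and 0.78.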

Genes in Sd10 were boxed.

How the deposited data were processed for this re-analysis (not part of the article)

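Single testis cells of WT and Tex13a-KO mice were sequenced as 1 library per genotype, each pooled from 3 testes of 3 mice. The authors trimmed the reads, aligned them to mm10 with STAR, counted them on Ensembl genes with featureCounts, and grouped reads by cell barcode, UMI and gene. The deposited matrix holds these raw UMI counts for the cells that passed the authors' filter in Seurat, without normalization. The limits of that filter are not stated in the paper's text. The authors' deposited cell table gives each cell's library and cluster, its UMI count and number of genes, and its percent of mitochondrial UMIs. It also holds a score per cell, the total of UMI counts corrected by the authors with sctransform, which was not used here. The UMI totals and the numbers of genes in the matrix equal those of the cell table in all 12408 cells. No cell was filtered out and no doublet caller was run. As an alternative, the 5% of cells with most UMIs in each library and cluster were left out.

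The list of gene symbols has 25065 lines and is shorter than the matrix, so the line number of a symbol is not its row number. The 30 mitochondrial symbols were matched to the rows whose UMIs add up to the mitochondrial percent of each cell's UMIs, in the same order, which holds exactly in 12408 of 12408 cells. When line number was taken as row number it held in 5.34% of cells. For the other symbols, only rows seen in fewer than 5 cells were taken to lack a symbol, which is the default filter of sctransform and is not stated in the paper's text. None of the 31 intervals between matched rows contradicted this rule. A symbol was used where 1 row was possible, which gave 5476 symbols with 87.1% of the UMIs in WT and 86.7% in KO. Without the rule, 2648 symbols with 58.4% of the UMIs have 1 possible row; this alternative was chosen after the data were seen. The symbol Tex13a can stand for 7 rows, of which the 1 row without any KO UMI was taken. This choice rests on the KO library itself, so that the zero in KO does not check the labels. The KO counts of that row are given, but only its course over the WT clusters is read as a result. The other Tex13 family members and 8 of 11 CCR4-NOT subunits are not analysed here.

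UMIs were summed per library and cluster. CPM are these sums scaled to a common total, and log2 ratios of KO to WT have a prior of 1 UMI per gene over both libraries, shared in proportion to depth. Genes with at least 10 UMIs in WT and KO together were read. Gene lists were compiled by hand from general knowledge before the data were examined, and are not the gene sets of the paper. A list is summarised by its median log2 ratio, with a 95% interval from redrawing the UMI counts as Poisson counts, and by the percentile of that median among 10000 random lists, each member replaced by 1 of the 100 genes next to it in mean expression. Sums of UMIs have exact Poisson intervals and shares exact binomial (Clopper-Pearson) intervals. A count of 0 is given with the limit of 3 counts. All of these cover counting error only. With 1 library per genotype there is no test, no standard error and no count of changed genes, and the difference between genotypes cannot be told apart from a difference between these 2 libraries.

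The WT library holds 45568532 UMIs in 5170 cells and the KO library 67734689 UMIs in 7238 cells. In Sd10 there are 1252689 and 1762193 UMIs. The spread of the ratios per cluster was computed after thinning to 749010 UMIs per library and cluster, beside the spread from counts simulated with 1 profile for both libraries. The share of genes past the study's limits on fold and percent of cells was computed per cluster without the study's test, and is no number of changed genes. The comparison of equal numbers of cells, with WT cells against other WT cells, was added after the data were seen.

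Genes named in the text are those the study names in its text or in Supplementary Figure 2D, the CCR4-NOT subunits, and the 5 highest and 5 lowest log2 ratios in Sd10 among genes with 1 possible row and at least 100 UMIs; the row taken as Tex13a was not ranked. Markers of Figure 1A and mitochondrial genes are named beside them. Transcript length, GC content and 3' UTR sequences were taken from the GENCODE vM21 annotation of GRCm38, the build the authors used, though not their Ensembl release; the longest coding transcript of each gene stood for it. Alternatives set before the data were examined were centring of the ratios on their median, the mean of single-cell CPM, a minimum of 50 UMIs or no filter, totals without mitochondrial genes, cells thinned to 3000 UMIs each, the cells with most UMIs left out, a prior of 10 UMIs, and cells of Sd10 matched on a stage score. Their effect is given in the closing section.

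The scripts were tested on simulated data for the comparison of KO with WT in Sd10. Of 200 genes changed 2-fold among 15186 genes, each with at least 100 UMIs, 100% had the right sign. Of 200 unchanged lists, drawn from genes with at least 100 UMIs, 9% fell below percentile 5 or above 95. Genes with fewer UMIs, which were read from 10 UMIs on, were not covered. The intervals held the true list median in 99.5% of cases. In a simulated symbol list, only rows seen in fewer than 5 cells lacked a symbol, the same rule as in the match. There 5436 symbols had 1 possible row and 0 of these were assigned to a wrong row. That outcome was fixed by the rule, so it does not test whether the rule holds in the deposited list. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used.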

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

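The tests in this part were chosen after the results were seen. Apart from the row taken as Tex13a, 4 rows of the matrix had at least 100 UMIs in 1 library and 0 in the other. The paper does not report on them, and their symbols are not fixed by the match, so they are not named here. 1 row had 2024 UMIs in WT, in 1414 of 5170 cells (27.4%) and in all 13 clusters, with the highest level in Sd8 (80.6 CPM). Another had 328 UMIs in WT, highest in Sg (22.5 CPM). In KO only, 1 row had 615 UMIs, highest in Sg (202 CPM), and 1 row had 147 UMIs, highest in Sd4 (8.19 CPM). A difference in depth is argued against: at the same CPM, the other library would hold at least 98.9 UMIs of each of these rows. What stays open is that a gene was lost from 1 library's table before deposit. There was 1 further row with at least 100 UMIs in 1 library and a far lower level, but not 0, in the other, which leaves it undecided. A strain difference, a change of the genome beyond Tex13a in the KO mice, or a pool of mice that differ at these genes was not tested, nor was a biological effect of the deletion. For the reading of Tex13a, the 2 rows with 2024 and 328 WT UMIs show that a zero over the whole KO library is not specific to the deleted gene.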

How the results depend on the processing

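No paired analysis was possible because each genotype has 1 library, so the shared replicate number pairs nothing. Over 74 results and 556 values under alternatives, 484 stayed inside the counting interval of the reported value, 72 left it and 0 reversed a result whose interval excludes 0. All 60 values with mitochondrial genes left out of the totals and all 49 with cells matched on stage stayed inside. The restriction to names without the filter rule, the comparison of 65 cells per group, and stage matching of single genes were chosen after the data were seen; the other alternatives were set before the data were examined.

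The large ribosomal subunit median lay between -0.34 and -0.20 and the small one between -0.38 and -0.29 over 10 alternatives each; at -0.20 with at least 50 UMIs, the large subunit list left its interval by a small margin. The radial spoke median stayed between 0.37 and 0.58 and the outer dynein arm median between 0.20 and 0.53. The axonemal dynein median ranged from -0.05, with at least 50 UMIs, to 0.56. Of the lists whose reported interval includes 0, the nuclear basket list had 0.65 with at least 50 UMIs and 0.65 with names that need no filter rule, where fewer genes are left. The mitochondrial crista list had 0.33 and the general glycolysis list 0.0555 with those names, and the heterochromatin list 1.03 with cells thinned to 3000 UMIs, but below 0 in the other 9 alternatives (lowest -0.28). The nuclear basket list was above 0 in 6 of 10 and the crista list in 3. Among 24 lists, 5 medians changed sign with cells matched on stage: nuclear basket (to 0.34), PML body (-0.15), translocon (0.08), mitochondrial ribosome (-0.08) and oxidative phosphorylation (-0.04). The zona pellucida receptor list had -0.05 with names that need no filter rule, and 3 lists changed sign with centring and 3 without the 5% of cells with most UMIs. The sperm glycolysis list had -0.12 with ratios centred on their median. Apart from these constructions, the cause was not tested. The 15 genes of Supplementary Figure 2D were above 0 in all 135 values, from 0.31 to 2.48. The other named genes kept the sign of their reported ratio in 92 of 92 values.

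The spread of the log2 ratios depends on the counts behind them. In Sd8, Sd9 and Sd10 it was 0.350, 0.486 and 0.623 with the mean of single-cell CPM, 0.341, 0.378 and 0.453 with at least 50 UMIs, 1.47, 1.63 and 1.72 without a filter, and 0.467, 0.511 and 0.544 with a prior of 10 UMIs. With 65 cells per group it was 0.649, 0.729 and 0.774, and with cells thinned to 3000 UMIs it was 0.622 in Sd8. The percent of genes at least 2-fold apart in Sd8, Sd9 and Sd10 was 0.981, 3.80 and 7.80 with the mean of single-cell CPM, 0.884, 1.86 and 2.77 with at least 50 UMIs, 43.0, 44.9 and 46.9 without a filter, 1.56, 2.60 and 3.64 with a prior of 10 UMIs, and 11.9, 14.8 and 15.2 with 65 cells per group. It was 9.99 in Sd8 and 13.7 in Sd10 with cells thinned, and 13.2 in Sd10 without the 5% of cells with most UMIs. The share past the study's size limits in Sd8, Sd9 and Sd10 was 2.43, 4.93 and 17.6 percent with cells thinned, and 14.3, 16.5 and 21.4 percent with 65 cells per group; the alternatives on the prior, the missing filter and the fold were not run for it. At least 1.5-fold apart were 24.3, 28.0 and 28.9 percent. In each of these settings with a value for all 3 clusters, Sd10 was above Sd9 and Sd9 above Sd8. WT against WT cells, 65 per group, had the same order, with a spread of 0.604, 0.647 and 0.674 and 11.1, 13.1 and 13.2 percent of genes 2-fold apart, so the order alone needs no difference between genotypes. Filters, the prior and thinning change which low counts enter, which by construction changes the spread; for the mean of single-cell CPM the cause was not tested.

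The share of WT cells with a Tex13a UMI was 36.8% in Sd9 and 33.2% in Sd10 with cells thinned to 3000 UMIs, since fewer UMIs are read per cell. The mean number of UMIs per cell in Sd10 was 6808 in WT and 6339 in KO, against medians of 5271 and 5287, so which library is higher depends on the summary. The ribosomal share in Sd10_KO was 2.08% as a mean of single cells. For the course from Sd5 to Sd10, the median list member gave log2 changes of -1.59 (WT) and -1.49 (KO) for deadenylation-dependent decay, -1.65 (WT) for RNA degradation, -0.91 (WT) and -0.65 (KO) for mRNA surveillance, and -1.28 (WT) and -0.21 (KO) for NMD factors; a sum follows its most abundant members, and the cause was not tested further. The members behind each of these medians were chosen by their UMIs in that library, so WT and KO can rest on different genes. Depth limits single genes in Sd10: the interval of Cnot4, with 60 UMIs in both libraries together, spans -0.10 to 1.61.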

Differences from the paper's values

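The paper states few values that can be set beside these, so only directions are compared, and the lists here are partial and hand-compiled. The paper reports the gene sets of sperm head and tail structures as higher in Sd10_KO. The lists read here for them can share genes and are not independent. Of 12 lists, 9 had a median log2 ratio above 0 in Sd10, where the intervals of 2 excluded 0, and 12 in Sd9, where the median of all genes with 1 possible row was 0.0888 and the crista list (0.02) was below that. Relative to genes of like length and GC content, 6 of the 12 were above 0 in Sd10, 1 was at 0 and 5 were below, so the tally in the paper's direction is not independent of such a bias. The nuclear basket (-0.30), heterochromatin (-0.07) and mitochondrial crista (-0.01) lists were below 0, each with an interval that includes 0. The summed level was higher in KO for 9 of the 12 lists, the nuclear basket (239 against 316 CPM) and crista lists (1564 against 2093 CPM) among them, with intervals apart for 4. It was lower for the heterochromatin (97.4 against 95.3 CPM), centriole (5894 against 5674 CPM) and connecting piece lists (10901 against 10752 CPM), and for the radial spoke list it was 1461 against 1518 CPM. The heterochromatin median stayed below 0 in 9 of 10 alternatives and was 1.03 only with cells thinned to 3000 UMIs, while the nuclear basket median was above 0 in 6 of 10 and the crista median in 3. For the nuclear basket these were at least 50 UMIs (0.65), no filter (0.18), thinned cells (0.12), the 5% of cells with most UMIs left out (0.11), stage matching (0.34) and, chosen after the values were seen, names that need no filter rule (0.65). For the crista list they were the mean of single-cell CPM (0.05), the 5% of cells left out (0.04) and, chosen after, the same names (0.33).

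The paper describes house-keeping pathways as lower in Sd10_KO. Here 3 of 4 house-keeping lists were below 0, in the paper's direction, and oxidative phosphorylation was at 0.03 (-0.08 to 0.13); it was below 0 with centring, with the 5% of cells with most UMIs left out and with stage matching (-0.04). The paper states that the RNA degradation pathway kept its level in KO while deadenylation-dependent decay rose. Here the medians of both lists had intervals that include 0 in Sd10, at 0.17 for RNA degradation and 0.11 for deadenylation-dependent decay. The summed level was higher in KO for deadenylation-dependent decay (3121 against 3678 CPM) and less so for RNA degradation (777 against 805 CPM), which is the paper's order.

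The paper describes an abrupt loss of mRNAs in Sd10. For mRNAs as a whole this was not decided here, in either direction. The cells that were kept have at least 3219 UMIs in WT and 3686 in KO, not far below the medians in Sd9 and Sd10. CPM do not show a fall of all mRNAs together. As a share of UMIs, the 31 markers of Figure 1A fell from 201832 CPM in Sd9_WT to 98506.5 CPM in Sd10_WT. In KO they fell from 191608 to 90869 CPM. Prm1 among them went from 149173 to 38041 CPM in WT and from 139848 to 31101 CPM in KO. Others, such as Oaz3 and Car2, rose in both libraries. The number of genes per cell was lower in Sd10 than in Sd9 in both libraries.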

Other observations

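Of the tests in this part, those on the spread of single genes, on the ribosomal genes against other clusters, on mt-Rnr2, on abundant genes of early clusters, on single genes after stage matching, and on the single lists picked for stage and for length and GC content were chosen after the results were seen; the others were written down before.

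An effect of the libraries that is common to all clusters was weighed for the list medians in Sd10. For 19 of 25 lists the Sd10 median lay inside the range of the same list over the 11 earlier clusters, and for 0 lists did the whole counting interval lie outside it. A library effect may therefore account for most list medians, that of axonemal dynein included. For ribosomal protein genes it stays open as well: the small subunit median in Sd10 differed by -0.34 from that in Sd9, where it was 0.00, but by -0.137 from that in Sg, whose interval (-0.24 to -0.19) overlaps that of Sd10. It was below 0 in all 11 earlier clusters, and the KO share over the WT share was 0.870 in Sg and 0.878 in Sd10. For single genes with at least 100 UMIs, subtracting each gene's ratio in the earlier clusters did not narrow the interquartile range, which was 0.407 before and 0.416 after in Sd10, and 0.340 and 0.349 in Sd9. Counting error alone is no measure of how far 2 libraries differ, so this does not decide for or against a library effect. Across these 1796 genes, which are not independent replicates, the Sd10 ratios still had a Spearman rho of 0.418 with the earlier ratios. Differences between these 2 libraries that are limited to Sd10 stay open, as does the deletion itself.

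A difference in stage was weighed next. If KO Sd10 cells sat at an earlier stage, genes that fall from Sd9 to Sd10 in WT would be higher in KO. With the WT change taken from 1 part of the WT cells and the KO ratio against the other part, Spearman's rho across genes was 0.0497 (median of 20 draws, -0.147 to 0.175), which does not decide, and genes that fell 2-fold had a median ratio of -0.10. After matching cells on a stage score made from other genes, the ribosomal medians were -0.34 and -0.34 and the radial spoke median 0.41, while axonemal dynein went from 0.54 to 0.042, inside its counting interval. The PML body list went from 0.15 to -0.15, the nuclear basket list from -0.30 to 0.34, the translocon from -0.37 to 0.08 and the chaperonin list from 0.17 to 0.04, while the centriole list rose from 0.08 to 0.25 and the zona pellucida receptor list from 0.07 to 0.35. The 15 genes of Supplementary Figure 2D stayed between 0.36 and 1.84. The sperm glycolysis list went from -0.08 to -0.10. Before matching, the median stage score of KO minus that of WT was -0.0411 with 1 part of the genes and -0.358 with the other. A lower score is closer to Sd9. Matching kept 184 and 171 cells per library. The counting intervals of the cytosolic ribosome, radial spoke, centriole and sperm glycolysis lists exclude 0 and hold the matched values. As far as this score measures stage, a shift in stage is thus argued against for these lists. It stays open for axonemal dynein and the other lists, whose intervals include 0.

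The log2 ratios rose with transcript length in all 13 clusters (Spearman's rho 0.0711 in Sc1 to 0.296 in Sd2) and fell with GC content (-0.286 in Sd2 to -0.108 in Sc1), so the libraries may differ in a bias of this kind. Relative to genes of like length and GC content, the small ribosomal subunit list still had -0.36 and the radial spoke list 0.44 in Sd10, which argues against such a bias for them. The outer dynein arm list went from 0.40 to 0.15, and for this list the bias and an effect of the genotype cannot be told apart, since its counting interval includes 0. The centriole list went from 0.08 to -0.0021, so the bias may account for its median. The manchette list went from 0.09 to 0, the PML body list from 0.15 to -0.0153, the connecting piece list from 0.04 to -0.0195, the chaperonin list from 0.17 to 0.09, the nuclear basket list from -0.30 to -0.42 and the heterochromatin list from -0.07 to -0.16. Axonemal dynein went from 0.54 to 0.45, the zona pellucida receptor list went from 0.07 to 0.09 and the crista list from -0.01 to 0.01, each with a counting interval that includes 0. The NMD list went from 0.24 to 0.02.

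Free RNA from other cells was weighed for the lower ribosomal level in KO. The test written down beforehand was whether marker genes of other cells fall as well. The early germ cell markers had a median of -0.48 in Sd10 (-0.94 to -0.17). Of these genes, 9 of 9 were lower in KO, and 6 are also markers of Figure 1A. The somatic markers had -0.21 (-0.71 to 0.28, 3 genes). Summed over 5 genes, the somatic level was 125 CPM in Sd10_WT (106 to 147) and 56.7 CPM in Sd10_KO (46.2 to 69.0). In Sd9 it was 46.9 CPM in WT and 45.5 CPM in KO. This test went with free RNA as an explanation in Sd10, but over other clusters the markers did not follow the ribosomal genes. In Sd5 the marker median was -0.83 (-1.13 to -0.62), with ribosomal medians of -0.15 (large) and -0.10 (small). In Sd7 it was 0.26 (0.06 to 0.43), with -0.07 and -0.09. The marker list also summed to 5368 CPM in Sd5_WT, so free RNA need not be its only source. A wider set of genes was then chosen after that result was seen. Cells of another type would bring all their abundant transcripts, and the 592 genes read in Sd10 that are at least 10-fold higher in Sg than in Sd5 to Sd8 had a median of 0.0365 (-0.03 to 0.09), those of Sc1 0.08, those of Sc2 0.17 and those of Sd1 0.27. This argues against a higher level in WT of free RNA that carries all abundant genes of an early cluster. The Sc2 genes (0.14 to 0.24) and the Sd1 genes (0.22 to 0.33) were higher in KO beyond counting error. In Sd9 their medians were 0.46 and 0.49. Free RNA was not weighed for the structure lists that were higher in KO, so it stays open there. Since the 2 tests point in opposite directions and the one against was chosen afterwards, free RNA stays open as part of the lower ribosomal level.

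The hypothesis that transcripts with the AGGUAA motif are kept in KO was tested with 3' UTR sequences. At equal 3' UTR length, the 345 genes with the motif had a median log2 ratio in Sd10 that differed by -0.0408 from that of the other genes, inside the range of -0.06 to 0.07 from random assignment. A difference was not detectable in Sd10, nor in Sd9 (0.0344). In Sd1 (0.0196), Sd5 (0.0289) and Sd7 (0.0367) it lay above the random range, which reached 0.0183, 0.0282 and 0.0328. These 3 differences were not followed further. The motif was read only in the 3' UTR of the longest annotated coding transcript. The paper's introduction names truncated 3' UTRs and changed polyadenylation sites in spermatids, so some genes may be assigned wrongly.

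Whether an NMD gene set is lower in KO because it holds ribosomal protein genes was not decided here. The NMD factors read, without ribosomal protein genes, had a median of 0.24 in Sd10 (-0.09 to 0.63, 7 genes), so there was no fall to explain, and a list that never held those genes cannot test their effect. The NMD gene set of the paper was not analysed here.

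mt-Rnr2 was higher in KO in all 13 clusters, with log2 ratios of 0.31 in Sg to 0.64 in Sd9, while mt-Nd4 was lower in all 13 (-0.85 to -0.02) and mt-Nd1 and mt-Cytb in 11 each. Other mitochondrial genes went the other way: mt-Co1 was higher in KO in 9 clusters (7 intervals above 0), mt-Nd5 in 8 (6) and mt-Rnr1 in 11. As mt-Rnr2 is higher by at least 0.31 also in clusters with little Tex13a, a difference between the libraries common to all clusters may account for it; a biological effect was not excluded. The ratio of mt-Nd1 in Sd10 (-1.65, interval up to -1.24) was below that in every other cluster (-1.17 in Sd6 and -0.02 in Sd9), so an effect of 1 size in all clusters does not account for it.

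Of the 28 markers of Figure 1A read in Sd10, 19 were lower and 9 higher in KO, with a median log2 ratio of -0.16 (-0.33 to -0.09), against 0.01 (-0.05 to 0.11) in Sd9. Among abundant ones, Prm1 (-0.29), Tnp2 (-0.41) and Tnp1 (-0.55) were lower, and Oaz3 (0.06) and Car2 (0.25) higher. No explanation, technical or biological, was tested for these markers as a set. The early germ cell markers weighed above for free RNA, with 9 of 9 lower in KO, include 6 markers of Figure 1A. The abundant genes named here, and the tally over the markers, were chosen after their values were seen.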
